A study of Mus musculus with 46 samples. Its data were reported in "B cell receptor signaling in germinal centers prolongs survival and primes B cells for selection" (2023).

How the data were processed

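RNA was measured in 46 sorted samples of germinal centre B cells, each of up to 400 cells, amplified and sequenced on 1 plate. Per the labels, the authors aligned the reads to the GRCm38 transcriptome with kallisto 0.44 and summed transcripts to genes with tximport. Values of the TPM table were deposited by the authors as made by these tools, 1 column per library and 50082 genes, with no further scaling. They carry no read counts per library, so the depth behind each value is unknown and no counting error can be given. Deposited besides are 15 tables in which the authors compared each pair of groups with DESeq2 1.24.0. In these tables the log2 fold changes and their errors, the p-values and adjusted p-values (Wald test and Benjamini-Hochberg adjustment) and the Wald statistic, a score per gene, were made by the authors. The signal columns of the same deposited tables are group means of estimated counts divided by DESeq2 size factors, made by the authors and used here only to read the direction of each table. Follicular B cell samples and a pair of LZ samples of poor sequencing quality had been left out by the authors and are not used here. Rows of immunoglobulin and T cell receptor segment genes are absent from the tables, so their share was not analysed here. Of the 50082 identifiers, 49495 had an entry in the annotation of the same build, from which coordinates were taken.

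Libraries were grouped by zone, c-Myc reporter and NP-Eα as their titles state. The title of DZ_mNnN replicate 7 says DZ while its tissue label says LZ, and it was kept in the DZ group by its title, with results also computed without it. Wells were read from the column names as 12 sets of up to 4 neighbouring wells in 2 parts of the plate. All DZ libraries lie in the first part and all c-Myc+ libraries in the second, so the plate part is confounded with the comparisons of zone and of c-Myc, except where a part holds both groups. The labels do not state which libraries came from the same animals.

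Expression was analysed as log2(TPM + 1) with limma 3.58.1 in R 4.3.3. A single model with 1 mean per group was fitted to all 46 libraries and to the 20892 genes with a TPM of at least 1 in at least 5 libraries, with variance moderated along a trend with mean expression. From it came 8 comparisons of groups and 2 interactions, which test whether the NP-Eα difference depends on c-Myc among LZ cells or on the zone among c-Myc− cells. P-values were adjusted over all genes by the Benjamini-Hochberg method, and genes at an adjusted p under 0.05 were called. All log2 fold changes are on this scale, with the standard error of the moderated fit after ±, and understate the change of genes at low TPM. TPM are shares of a fixed total, so a gain in some genes lowers all others. Beside TPM as deposited, 2 rescalings were therefore run, the first by the median of each library's ratios to the geometric mean library and the second by quantile normalization. The authors' DESeq2 tables were read at the same threshold. The procedure was tested on simulated data with the spread of the real libraries and 200 genes changed by known amounts. The changed genes were drawn from better expressed genes only. None of the 10549 tested genes with a mean TPM under 5 could be chosen, so the rates do not extend to these. For antigen binding in c-Myc+ LZ cells the procedure recovered 10.4%, 67.2% and 98.5% of genes changed by a log2 fold change of 0.5, 1 and 2. In c-Myc− LZ cells it recovered 49.3%, 95.5% and 98.5%.

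The membership of 27 gene lists was written before the data were examined, as were the groups, tests, thresholds, filters and the first set of alternatives. The lists cover MYC targets, early receptor response, metabolism, cell cycle, T cell help, fate, survival, zones, antigen presentation, receptor components, interferon and stress responses and markers of other cells. A pair of lists holds genes that the study named from these libraries. Lists were tested with camera at a preset correlation of 0.01 between genes and again with a correlation estimated from the data, adjusted over the lists of a comparison. Members were counted at the adjustment over all genes and again adjusted over the list alone. Where a symbol had several identifiers, the one with the highest mean TPM was used.

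The rule for naming genes took Myc, the 8 largest increases and 8 largest decreases among called genes with a mean of at least 10 TPM in the higher group, leaving out immunoglobulin, T cell receptor, mitochondrial and unnamed gene models, up to 4 members with the lowest p of each list that passed or that a comparison is about, and, for antigen binding among LZ cells, all members of the lists taken from the study. For the interactions it took the 6 called genes with the lowest p, or the 3 lowest where none was called. Some of the genes so chosen are not reported here, though they stay in their lists. Of the others the text names those whose call held under both rescalings and without each library in turn, and some whose call ended, with the value at which it ended. A few genes fall outside this rule and are marked as chosen after their values were seen.

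Library measures were compared by exact permutation tests (two-sided) with numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15, tables were read with pandas 2.3.3 and plots drawn with matplotlib 3.10.9. Whether equal replicate numbers pair libraries was checked from residuals of the fit. All 5 number pairs of the c-Myc+ groups correlated at 0.109 to 0.454 and lay in 1 set of wells each. Among the c-Myc+ NP− libraries, the one of the same number was the closest to each c-Myc+ NP+ library. For replicate 5 the margin was small (0.109 against 0.106). Results with the replicate number as a block therefore stand beside those without it. Of the 11 pairs of LZ c-Myc− libraries 7 were above 0.1 (0.0623 to 0.194), and of the 7 DZ pairs 3 (0.0517 to 0.339), so a block was used there only as an alternative. The other alternatives were pseudocounts of 0.1 and 5, no filter and a filter at a TPM of 5, both rescalings, TPM recomputed without mitochondrial genes, a robust prior, fits of the compared groups alone, blocks by wells, either part of the plate alone, and leaving out each library in turn. After the data had been seen, 4 more were added: TPM recomputed without 13 satellite gene models, leaving out the 4 libraries richest in these, leaving out the 4 libraries of well set 9, and the replicate block together with the median of ratios.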

Results

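The data are 46 bulk RNA-seq libraries of germinal centre B cells sorted from mouse lymph nodes. The cells carried B1-8hi, a knock-in antibody heavy chain that with a lambda light chain gives a receptor for the hapten NP, and a GFP reporter fused to c-Myc, the transcription factor that marks light zone cells receiving T cell help. Germinal centre cells divide and mutate their receptors in the dark zone (DZ), then collect antigen and meet T follicular helper cells in the light zone (LZ). Cells were also split by uptake and display of NP-Eα, a fluorescent tetramer bearing NP and a peptide, which reads out binding of antigen by the receptor in the animal. The groups were 7 DZ c-Myc− NP− libraries (code DZ_mNnN, where m stands for c-Myc, n for NP-Eα, and P and N for positive and negative), 7 DZ c-Myc− NP+ (DZ_mNnP), 11 LZ c-Myc− NP− (LZ_mNnN), 11 LZ c-Myc− NP+ (LZ_mNnP), 5 LZ c-Myc+ NP− (LZ_mPnN) and 5 LZ c-Myc+ NP+ (LZ_mPnP). Values were deposited as TPM, the share of a library's transcripts scaled to a fixed total, which sum to between 983586 and 990404 per library and carry no read depth, so the depth is unknown. The study sorted cells in several experiments, but which animals each library came from is not given, so p-values measure the spread between these samples, which may in part be technical.

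Mitochondrial transcripts took 1.30% ± 0.348 (SD, n = 5) of TPM in LZ c-Myc+ NP+ libraries and 3.22% ± 1.01 (n = 11) in LZ c-Myc− NP+ libraries (exact permutation test, two-sided, p = 0.000916, adjusted p = 0.0183 over 40 tests of library measures). The share was 1.77% ± 0.803 (n = 5) in c-Myc+ NP− against 3.54% ± 0.79 (n = 11) in c-Myc− NP− LZ libraries (exact p = 0.00137, adjusted p = 0.0183), and between c-Myc+ NP− and c-Myc− NP+ LZ libraries the test gave an exact p of 0.0174 (adjusted p = 0.116). Genes at a TPM of at least 1 numbered 15634 ± 667 (SD, n = 5) in c-Myc+ NP+, 17490 ± 672 (n = 11) in c-Myc− NP+ (exact p = 0.000458, adjusted p = 0.0183) and 16868 ± 794 (n = 5) in c-Myc+ NP− LZ libraries (exact p = 0.0317 against c-Myc+ NP+, adjusted p = 0.122). All c-Myc+ libraries sat in the second part of the plate, and within that part the mitochondrial shares were 1.30% against 2.72% ± 0.767 (n = 5, exact p = 0.00794, adjusted p = 0.0992) for NP+ and 1.77% against 2.97% ± 0.458 (n = 5, exact p = 0.0238, adjusted p = 0.119) for NP− cells, and the gene numbers 15634 against 17854 ± 718 (n = 5, exact p = 0.00794, adjusted p = 0.0992) for NP+ cells. All these permutation tests took libraries as unpaired, although LZ libraries in the second part share sets of wells. For the 2 c-Myc+ groups, 5 pairs are too few for a permutation p under 0.05 with the pairing kept. In 4 libraries, 13 gene models of satellite repeats took 23.3% to 44.2% of TPM, and their largest shares elsewhere reached 15.1%. The 4 libraries in wells of set 9 (1 of each LZ group) had 24.3 to 74.2 TPM of the Y-linked Ddx3y and 0.138 to 0.365 of Xist, against 0.235 to 1.53 and 3.32 to 18.3 in the other 42.

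Myc transcript followed the reporter sort. Myc (ENSMUSG00000022346, chromosome 15, 61985391 to 61990374 in GRCm38) averaged 114 TPM ± 22.2 (SD, n = 5) in LZ c-Myc+ NP+ and 104 ± 25.1 (n = 5) in c-Myc+ NP− libraries, against 9.81 ± 3.65 (n = 11) in c-Myc− NP+ and 5.97 ± 3.24 (n = 11) in c-Myc− NP− LZ libraries, and 3.28 ± 1.68 and 4.35 ± 1.15 (n = 7 each) in NP+ and NP− DZ libraries. Every c-Myc+ library, at 59.5 to 136 TPM, lay above every c-Myc− library, the highest of which was at 16.5. Between the c-Myc+ groups the log2 fold change was 0.15 ± 0.34 (limma adjusted p = 0.838, 95% interval -0.53 to 0.83), and between the c-Myc− LZ groups it was 0.73 ± 0.23 (adjusted p = 0.45).

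**Figure D1:**
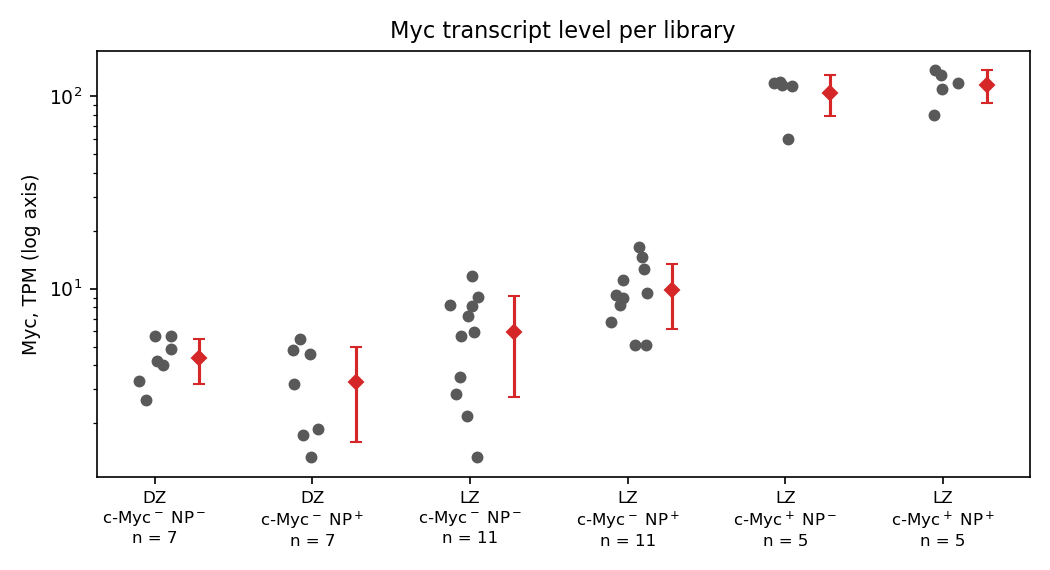
Myc transcript level in TPM (log axis) for each of the 46 libraries by group, with diamonds and bars for the group mean and SD. The 10 c-Myc+ libraries lie at 59.5 to 136 TPM, above all 36 c-Myc− libraries.

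Antigen binding among c-Myc+ LZ cells asks how binding and non-binding cells differ where both already show the mark of positive selection. The paper found more receptor mutations and lower affinity among LZ cells negative for NP-Eα. Engagement of the receptor therefore cannot be told apart here from its affinity or the history of the cells. In c-Myc+ cells that bound antigen, some genes for ribosome assembly, mitochondrial respiration, glycolysis and mitosis rose, while some early response genes and signalling components of the receptor fell, as did Cd86 and Bach2. As whole lists these groups did not pass with an estimated correlation between genes (camera adjusted p = 0.114 to 0.256). Egr3, an immediate-early factor induced through the receptor and calcium (chromosome 14, 70077203 to 70082614), fell from 28.7 TPM ± 13.1 to 4.84 ± 1.71 (SD, n = 5 each), with every NP+ library under every NP− library (log2 fold change -2.24 ± 0.33, adjusted p = 1.83e-05). Bach2, a repressor that holds back plasma cell fate and favours memory (chromosome 4, 32238804 to 32586108), fell from 90.1 ± 8.24 to 42.8 ± 8.31 TPM, also without overlap (-1.07 ± 0.14, adjusted p = 2.24e-06). Npm1, a nucleolar chaperone and MYC target (chromosome 11, 33152287 to 33163206), rose from 1327 ± 243 to 2248 ± 157 TPM without overlap (0.78 ± 0.10, adjusted p = 4.12e-06).

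Of 20892 genes tested, 1339 passed an adjusted p of 0.05 in limma, 466 higher and 873 lower in NP+ cells, 57 and 119 of them by at least 2-fold. With the replicate number as a block 2408 passed (714 higher and 1694 lower). Libraries of one number share a well set within the c-Myc+ groups, but in this fit a number also joins libraries of other well sets. A fit of the 10 c-Myc+ libraries alone takes the spread from fewer libraries, and there 88 passed without and 1646 with that block. Within the second part of the plate 476 passed. The scale of comparison set the direction of small changes: the median log2 fold change of all genes was -0.14, and with TPM rescaled by the median of ratios, where that median was 0.01, 2593 genes passed, 1941 higher and 652 lower, whereas quantile normalization gave 1448, 686 higher and 762 lower. The same sign and a pass under all 3 scalings held for 819 genes, 398 higher and 421 lower. Without 1 library the count reached 679 (without LZ_mPnP replicate 1), 790 (without LZ_mPnN replicate 5) and 2571 (without LZ_mPnN replicate 2). Each passing gene named for this comparison kept its direction and its call under both rescalings and without each library in turn, unless a value is given.

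Among the largest increases were Gnaz (2.02 ± 0.27), a G protein alpha subunit (chromosome 10, 74967177 to 75016907), Smyd2 (1.97 ± 0.27), a lysine methyltransferase, Ido1 (1.79 ± 0.29), which degrades tryptophan, Fabp5 (1.76 ± 0.37), a fatty acid carrier, and Lefty1 (1.60 ± 0.21), a secreted TGF-β family inhibitor, with adjusted p between 2.24e-06 and 0.00269. Immp2l (1.58) and Chchd6 (1.57), both of the mitochondrial inner membrane, also rose. Among the largest decreases were Hbb-bh1 (-2.59 ± 0.31), a globin gene with near-identical relatives whose reads may be split uncertainly, Egr3, Ms4a4c (-2.09 ± 0.40), a membrane protein of the CD20 family, Nxpe2 (-1.96 ± 0.22), Nfkbid (-1.80 ± 0.31), an atypical IκB of B cells, Sox5 (-1.74 ± 0.23) and Dlgap2 (-1.69). Batf, a factor for class switching, rose from 98.7 ± 20.7 to 188 ± 39.1 TPM (SD, n = 5 each, 0.93 ± 0.24, adjusted p = 0.0156), and Ccnd3, the D cyclin of dividing germinal centre cells, rose by 0.93 ± 0.18.

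The genes that rose included members of growth and division lists. Of 34 nucleolar and ribosome assembly targets of MYC, 8 rose and none fell (11 adjusted over the list alone), with Hspd1 (0.89), Hspe1 (0.84) and Pa2g4 (0.73) beside Npm1, and the list median lay 0.45 above that of all genes (camera adjusted p = 8.5e-14, or 0.114 with an estimated correlation). Oxidative phosphorylation (7 of 29 rose, 18 adjusted over the list alone, camera adjusted p = 2.23e-15, or 0.114 with an estimated correlation) included Cyc1 (0.83) of complex III. Glycolysis (3 of 14 rose, 5 adjusted over the list alone, camera adjusted p = 7.8e-07, or 0.213 with an estimated correlation) included Ldha (0.48), and serine, one-carbon and amino acid uptake (1 of 13 rose, 4 adjusted over the list alone, camera adjusted p = 0.000405, or 0.256 with an estimated correlation) had Slc7a5 (0.57 ± 0.19, adjusted p = 0.0575), a leucine importer, short of the threshold in limma and past it in the authors' DESeq2 table (0.86, adjusted p = 0.004). Mitotic genes (5 of 24 rose, 14 adjusted over the list alone, camera adjusted p = 8.03e-14, or 0.114 with an estimated correlation) included Ccnb2 (1.05), Cenpa (0.64) and Ube2c (0.94). Genes of cell cycle entry and replication followed (2 of 26 rose, 6 adjusted over the list alone, camera adjusted p = 3.65e-07, or 0.256 with an estimated correlation).

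The genes that fell included members of receptor response and receptor signalling lists. Whether signalling through the receptor itself differed was not tested. Of 14 early response genes of the B cell receptor, 6 fell (7 adjusted over the list alone) and none rose (camera adjusted p = 0.0012, or 0.256 with an estimated correlation). Nr4a1, an orphan receptor induced by antigen, fell by 1.64, adjusted p = 0.0142, and 0.0511 without LZ_mPnN replicate 5, and did not pass in the authors' DESeq2 table (adjusted p = 0.173). The NF-κB and CD40 response (4 of 18 fell, 4 adjusted over the list alone, camera adjusted p = 0.00154, or 0.386 with an estimated correlation) included Rel (-1.37), an NF-κB subunit that B cells need for growth, and Cd86, a ligand for CD28, which fell from 269 ± 75.7 to 133 ± 26.7 TPM (SD, n = 5 each, -0.99 ± 0.18, adjusted p = 0.000327). Light zone genes (4 of 16 fell, 6 adjusted over the list alone, camera adjusted p = 7.82e-05, or 0.256 with an estimated correlation) shared these and Bcl2a1b (-0.81), which has near-identical copies that leave its level uncertain. For NF-κB the paper reports the other direction, with such pathways enriched in c-Myc+ NP+ cells. The paper used other gene sets and a ranked enrichment test, so the measures differ. Components and regulators of the receptor (6 of 17 fell, 8 adjusted over the list alone, camera adjusted p = 7.99e-06, or 0.256 with an estimated correlation) included Cr2 (-1.51), the complement receptor, and Prkcb (-0.67). Cholesterol synthesis (4 of 16 fell, 6 adjusted over the list alone, camera adjusted p = 0.0143, or 0.387 with an estimated correlation) lost its call under median of ratios (adjusted p = 0.0539), as did anti-apoptotic genes (2 of 10 fell, 2 adjusted over the list alone, camera adjusted p = 0.0481, then 0.235) and MHC class II presentation, where none of 11 passed in limma, alone or over all genes (2 at an unadjusted p under 0.05, 0 in the authors' DESeq2 table, camera adjusted p = 0.0479, then 0.205). With an estimated correlation the last pair had adjusted p = 0.387 and 0.581. The list calls of anti-apoptotic and MHC class II genes also ended without LZ_mPnN replicate 1 (adjusted p = 0.146 and 0.332), LZ_mPnN replicate 3 (0.0702 and 0.11), LZ_mPnN replicate 5 (0.0617 and 0.0722), LZ_mPnP replicate 2 (0.102 and 0.293) or LZ_mPnP replicate 4 (0.115 and 0.102).

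**Figure D2:**
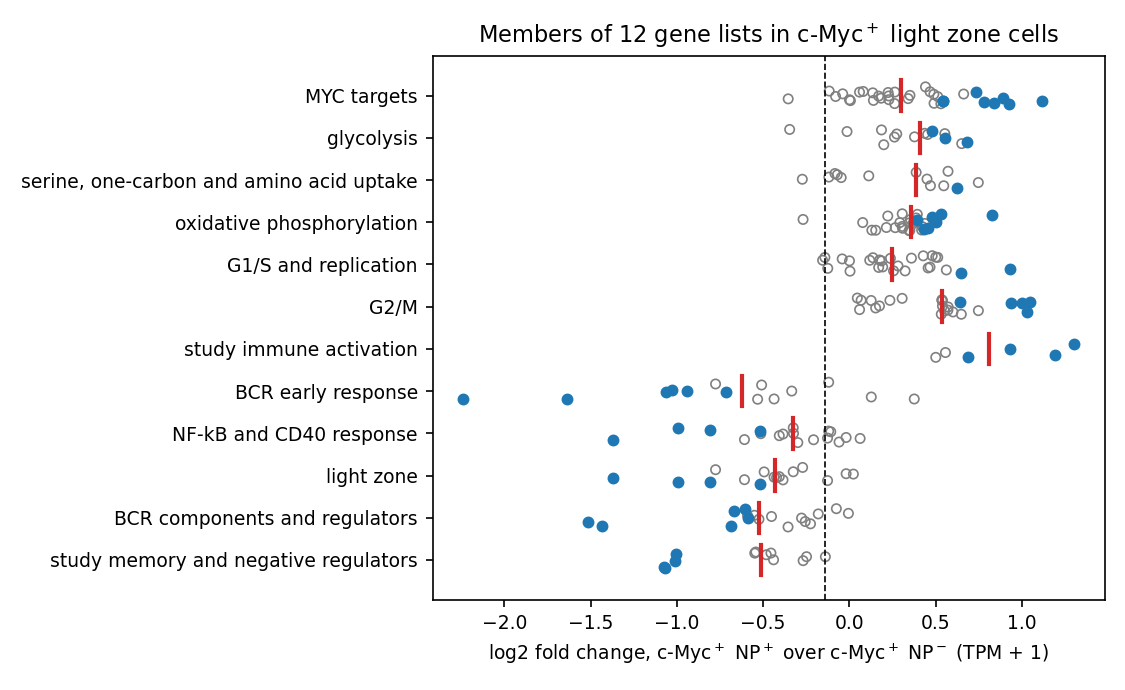
Log2 fold change (TPM + 1) of c-Myc+ NP+ over c-Myc+ NP− LZ cells, 5 libraries each, for the members of 12 gene lists. Filled points passed an adjusted p of 0.05, bars mark list medians and the dashed line marks the median of all genes at -0.14. List medians run from -0.62 for early receptor response genes to 0.81 for the study's immune activation genes.

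For 18 genes that the study named from these libraries as higher on one side of this comparison, counts are not independent evidence, and a further name, Tbl1A, is no symbol of the tables and was not analysed here. Of the 6 placed in antigen-binding cells, 4 rose (5 adjusted over the list alone, camera adjusted p = 3.65e-07, and 0.00581 with an estimated correlation): Batf, the cytokine signalling inhibitor Socs3 (1.19), the decoy receptor Il1r2 (1.30) and Socs2 (0.69). The last pair passed at 0.0103 and 0.0163, and at 0.0527 and 0.0601 without LZ_mPnP replicate 3. Ccnd2 (0.50 ± 0.54, adjusted p = 0.624), a D cyclin, and Uck2 (0.56 ± 0.25, adjusted p = 0.176), a uridine kinase, did not pass in limma. In the authors' DESeq2 table Uck2 passed (0.80, adjusted p = 0.0123), while Il1r2 and Socs3 did not (adjusted p = 0.31 and 0.159). Of the 12 placed in non-binding cells, 4 fell (5 adjusted over the list alone, camera adjusted p = 0.000136, or 0.184 with an estimated correlation): Bach2, Hhex (-1.01), a memory precursor factor, Id3 (-1.07), an E protein inhibitor, and Bcl2l1, which encodes Bcl-xL. Id3 passed at 0.0123 and at 0.0517 without LZ_mPnN replicate 1, and Bcl2l1 at 0.0237, with 0.0537, 0.0799 and 0.0706 without LZ_mPnN replicate 1, LZ_mPnP replicate 2 and LZ_mPnN replicate 5. The ubiquitin ligase Cblb (-0.55 ± 0.22, adjusted p = 0.116), the cyclin-dependent kinase inhibitor Cdkn1a (-0.25), Cd38 (-0.14), Efnb1 (-0.27), Tle3 (-0.48), Trim56 (-0.44), Lifr (-0.45) and Mndal (-0.54) did not pass in limma. None of them passed in the authors' DESeq2 table either (adjusted p from 0.0746 for Cblb to 0.999 for Cd38), nor did Ccnd2 (0.592).

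Cytokine signalling of T cell help had 1 of 13 up, Cish (0.74), which was too low to be tested without 3 of the libraries (2 up and 1 down adjusted over the list alone, camera adjusted p = 0.0755), and no memory B cell gene of 13 and no plasma cell gene of 9 passed in limma (0 and 4 at an unadjusted p under 0.05, 0 and 3 in the authors' DESeq2 table, camera adjusted p = 0.0755 and 0.254). Among 15 pro-apoptotic genes 1 rose and 2 fell (2 and 2 adjusted over the list alone), with the BH3-only gene Bmf (-1.39) the clearest (camera adjusted p = 0.932), and of 10 dark zone genes Foxp1 (-1.03) fell and 1 rose (3 and 3 adjusted over the list alone, camera adjusted p = 0.932). Interferon response genes (2 of 12 fell, 3 adjusted over the list alone, camera adjusted p = 0.0705) passed as a list with the replicate block (0.0424), and stress and dissociation genes, none of 9 passing in limma (2 at an unadjusted p under 0.05, and 4 higher in the authors' DESeq2 table, camera adjusted p = 0.0143, adjusted p = 0.377 with an estimated correlation), did not pass under quantile normalization (0.0557) or without LZ_mPnP replicate 3 (0.0512). Of markers of other cells, those of stromal and follicular dendritic cells (3 of 4 fell, 3 adjusted over the list alone, camera adjusted p = 0.006, or 0.114 with an estimated correlation) were lower in NP+ cells, Fcrl1 (-0.87) fell among naive and follicular B cell markers (1 of 9 fell, 1 adjusted over the list alone, camera adjusted p = 0.667), Hbb-bt (-1.03) fell among erythroid genes (1 of 3 fell, 1 adjusted over the list alone, camera adjusted p = 0.145), and no T cell marker of 7 and no myeloid marker of 4 passed in limma (0 and 0 at an unadjusted p under 0.05 and in the authors' DESeq2 table, camera adjusted p = 0.554 and 0.756).

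Antigen binding among c-Myc− LZ cells asks how binding and non-binding cells differ where the reporter shows no selection. In limma 7 genes passed, 5 higher and 2 lower in NP+ cells (1323 at an unadjusted p under 0.05, 887 of them higher). The authors' DESeq2 table lists 28, all 7 among them. Plac8 (2.17 ± 0.42, adjusted p = 0.0186), a cysteine-rich protein of activated lymphoid and myeloid cells (chromosome 5, 100553725 to 100572245), had the largest increase, and Gstt2 (0.61 ± 0.11, adjusted p = 0.00916), a glutathione transferase, rose without losing its call under any rescaling or without any library. The call of Plac8 ended without LZ_mNnP replicate 2 or 5 or LZ_mNnN replicate 5, 6 or 11 (adjusted p = 0.0564, 0.0602, 0.0593, 0.0543 and 0.0603). The other passing genes, chosen after their values were seen, were Bhlhe41 (1.40), a clock and memory-linked repressor, Plscr1 (0.97) and Gm13785 (1.04), which rose, and Lrrc32 (-0.78) and Gm17202 (-0.61), which fell. The call of Plscr1 ended without LZ_mNnP replicate 2 (0.0526) or LZ_mNnN replicate 6 (0.0543), 8 (0.0526) or 11 (0.0603). The call of Gm17202 ended at an adjusted p of 0.0976 (2), 0.0858 (4), 0.0881 (6), 0.137 (7), 0.0741 (8), 0.0932 (9), 0.0544 (10) without single LZ_mNnP libraries and 0.121 (1), 0.0751 (2), 0.0574 (4), 0.0743 (6), 0.0824 (8), 0.102 (9), 0.0806 (10), 0.0603 (11) without single LZ_mNnN libraries, replicate numbers in brackets. With the replicate block in a fit of these groups alone 14 genes passed, within either part of the plate none did in limma, and 4 passed without LZ_mNnP replicate 2 or LZ_mNnN replicate 11.

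No gene of the lists passed over all genes in c-Myc− LZ cells in limma (27 higher and 10 lower of 342 at an unadjusted p under 0.05), and 1, Batf, passed in the authors' DESeq2 table (0.73, adjusted p = 0.0379). The closest were MYC targets, Hspe1 (0.34 ± 0.09, adjusted p = 0.356), Npm1 (0.25 ± 0.07, adjusted p = 0.38) and Pa2g4 (0.28) (3 rose adjusted over the list alone, camera adjusted p = 0.0908), the NF-κB genes Cd83 (0.31 ± 0.09, adjusted p = 0.426) and Nfkbia (0.37 ± 0.11, adjusted p = 0.426) (2 rose adjusted over the list alone, camera adjusted p = 0.704) and Batf (0.60 ± 0.16, adjusted p = 0.366). As whole lists, cholesterol synthesis lay lower in NP+ cells (median -0.23, camera adjusted p = 7.2e-07, or 0.587 with an estimated correlation), with Msmo1 (-0.52 ± 0.20, adjusted p = 0.592) not passing, and receptor components did too (median -0.13, camera adjusted p = 0.00613, or 0.86 with an estimated correlation). Mitotic genes (median 0.16, camera adjusted p = 0.000734, or 0.86 with an estimated correlation) and cell cycle entry genes (median 0.15, camera adjusted p = 0.00241, or 0.86 with an estimated correlation) lay higher. Oxidative phosphorylation (median 0.07, camera adjusted p = 0.0166, or 0.86 with an estimated correlation) lost its call under median of ratios (0.139) and quantile normalization (0.166) and without several libraries (to 0.204 without LZ_mNnN replicate 10). None of these list calls held with an estimated correlation, and early receptor response genes did not pass (camera adjusted p = 0.0908). Of the study's lists, Ccnd2 (0.41), Uck2 (0.24), Il1r2 (0.08), Socs2 (0.01) and Socs3 (-0.06), and Bach2 (0.02 ± 0.09, adjusted p = 0.996), Hhex (0.07), Mndal (0.08), Tle3 (-0.40), Efnb1 (-0.05), Cd38 (0.19), Lifr (0.05), Bcl2l1 (-0.05), Cdkn1a (0.27), Id3 (-0.41), Cblb (-0.19) and Trim56 (-0.03) did not pass, and Batf was the only member called adjusted over the list alone.

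Antigen binding among DZ cells gave no gene past the threshold in limma (812 at an unadjusted p under 0.05, 708 of them higher in NP+ cells, smallest adjusted p 0.314) and none in the authors' DESeq2 table (1526 unadjusted, smallest adjusted p 0.335). Without DZ_mNnN replicate 1 there were 2, and without DZ_mNnN replicate 4 or 7 there was 1. Among list members the lowest p values belonged to asparagine synthetase, Asns (-0.95 ± 0.25, adjusted p = 0.987), the mitotic kinases Bub1 (0.63) and Cdk1 (0.52), and the receptor regulators Cd22 (0.50) and Cr2 (0.55), none passing over all genes. Adjusted over the list alone, 1 amino acid gene fell and 2 receptor components rose. Mitotic genes (median 0.29, camera adjusted p = 6.8e-08), MHC class II (median 0.28, 0.000434), receptor components (median 0.19, 0.000722) and plasma cell genes (median 0.35, 0.00815) lay higher in NP+ cells, and cell cycle entry (median -0.13, 1.75e-07) and amino acid genes (median -0.10, 0.000507) lower; with an estimated correlation the adjusted p values were 0.613, 0.613, 0.613, 0.613, 0.613 and 0.613. In data simulated with the same spread, this comparison recovered 82.1% of better expressed genes changed by a log2 fold change of 1. Of those changed by 0.5 it recovered 22.4%, and weakly expressed genes were not among the changed ones.

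The test of whether the NP-Eα difference depends on c-Myc called 121 genes in limma, with an all-gene median of -0.14. Of these, 22 had a higher and 99 a lower value in c-Myc+ cells. Of 100 splits of the NP-Eα labels 5 gave as many, the real one included, so chance cannot be excluded for this count. Median of ratios gave 663 (525 higher and 138 lower), quantile normalization 287 (101 higher and 186 lower) and the replicate block 556. Without 1 library the count was 75 (LZ_mPnP replicate 1), 65 (LZ_mPnN replicate 5) or 635 (LZ_mPnN replicate 2), and within the second part of the plate it was 1. Bach2 (-1.10 ± 0.17, adjusted p = 0.000244) fell with antigen binding in c-Myc+ cells, whereas its level in c-Myc− LZ cells was 155 TPM ± 22.2 with and 154 ± 31 without binding (SD, n = 11 each). Btg2 (-0.79 ± 0.11, adjusted p = 0.00016), an antiproliferative gene, Srgn (-0.99 ± 0.16, adjusted p = 0.000934), a granule proteoglycan, Nxpe2 (-1.79 ± 0.27, adjusted p = 0.000244) and AC125149.3 (-0.94) likewise had the more negative NP-Eα difference in c-Myc+ cells, and Acaa1b (1.56 ± 0.19, adjusted p = 3.17e-06), a peroxisomal thiolase, the more positive one. Acaa1b averaged 3.31 TPM ± 0.948 (SD, n = 5) in c-Myc+ NP+ and 0.501 ± 0.574 (n = 5) in c-Myc+ NP− libraries. In c-Myc− LZ libraries it was hardly detected (0.0776 TPM with and 0.0777 without binding, n = 11 each). A difference there could hardly be seen. All 6 kept their calls under both rescalings and without each library. As lists, the study's immune activation genes differed upward (none over all genes in limma, 3 at an unadjusted p under 0.05, 3 of 6 adjusted over the list alone, camera adjusted p = 1.8e-05, 0.034 with an estimated correlation), which is not independent evidence because the study chose them from these libraries. MYC targets differed upward too (1 of 34 rose, 5 adjusted over the list alone, camera adjusted p = 9.72e-12, or 0.216 with an estimated correlation), and light zone genes (4 of 16 fell, 5 adjusted over the list alone, camera adjusted p = 1.27e-05, or 0.216 with an estimated correlation) and NF-κB genes (4 of 18 fell, 4 adjusted over the list alone, camera adjusted p = 0.000513, or 0.361 with an estimated correlation) differed downward. For the dependence on zone, limma called no gene (1258 at an unadjusted p under 0.05), and the authors' tables hold no such test. The smallest adjusted p was 0.116 for Gm15713 (1.29), followed by Bola3 (0.65) and Gm17322 (-0.96), and 1 gene passed without LZ_mNnP replicate 3 or 5 or DZ_mNnN replicate 4. Early receptor response genes had a camera adjusted p of 0.0371 (0.822 with an estimated correlation), a call that also ended without several single libraries (to 0.133 without LZ_mNnN replicate 6).

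c-Myc+ against c-Myc− cells among antigen-binding LZ cells gave the most genes of the 8 comparisons made with limma. In c-Myc+ cells Ccnd2, MYC targets and amino acid genes rose, and Ciita, Btk and Bcl6 fell. Myc rose by 3.47 ± 0.29, adjusted p = 4.46e-13 (limma), and Ccnd2 from 5.65 TPM ± 5.09 (SD, n = 11) to 139 ± 24.4 (n = 5, 4.72 ± 0.46, adjusted p = 3.28e-11). Exosc6, a subunit of the RNA exosome, was listed at 0 in all 11 c-Myc− NP+ libraries. The authors' DESeq2 table gives it 12.4 with a wide error of 2.24 (adjusted p = 3.88e-07). Whether its call holds under the rescalings or without single libraries was not checked. Of 9270 genes that passed, 1990 were higher and 7280 lower, with an all-gene median of -0.29. Under median of ratios (median -0.03) 7647 passed, 4334 higher and 3313 lower, under quantile normalization 6798 passed, 3274 higher and 3524 lower, and 4623 (1974 higher and 2649 lower) held under all 3. Within the second part of the plate 7835 passed.

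Spermidine synthase Srm (3.48 ± 0.25), Smyd2 (3.37), the CD30 receptor Tnfrsf8 (3.24) and Batf (3.14) were among the largest increases besides Ccnd2 and Myc. Of 34 MYC targets 31 rose, 31 adjusted over the list alone (camera adjusted p = 1.42e-43, or 0.000927 with an estimated correlation), among them Hspd1 (2.16), Npm1 (1.45) and Pa2g4 (1.69). Amino acid genes (9 of 13 rose, 9 adjusted over the list alone, camera adjusted p = 1.88e-12, or 0.029 with an estimated correlation) included Slc7a5 (2.41), Shmt1 (3.05) and Phgdh (1.68). Glycolysis genes (9 of 14 rose and 1 fell, 9 and 1 adjusted over the list alone, camera adjusted p = 7.53e-07, or 0.16 with an estimated correlation) rose with Hk2 (1.38) and Ldha (1.32), oxidative phosphorylation genes (15 of 29 rose and 1 fell, 16 and 1 adjusted over the list alone, camera adjusted p = 1.2e-10, or 0.16 with an estimated correlation) with Cycs (1.01) and Cyc1 (1.07), and mitotic genes (17 of 24 rose, 17 adjusted over the list alone, camera adjusted p = 2.35e-14, or 0.128 with an estimated correlation) with Ccnb1 (1.54). The NF-κB response (10 of 18 rose and 2 fell, 11 and 2 adjusted over the list alone, camera adjusted p = 2.55e-07, or 0.16 with an estimated correlation) rose with Bcl2a1d (1.90), Nfkbia (1.22) and Ebi3 (1.51), and Irf4 (1.79), Egr2 (1.17), Pim1 (1.32), Stat5a (1.34), Bcl2l1 (1.81), Uck2 (2.30) and Il1r2 (2.44) rose as well. Hbb-bh1 (-3.58), Tsnaxip1 (-3.32), Cyp4f18 (-2.98) and Gcnt3 (-2.91) were among the largest decreases. All 17 receptor components fell (17 adjusted over the list alone, camera adjusted p = 7.81e-09, or 0.16 with an estimated correlation), among them Btk (-1.55), Cr2 (-1.85) and Lyn (-1.04), although the lower all-gene median adds to such counts. MHC class II genes (11 of 11 fell, 11 adjusted over the list alone, camera adjusted p = 7.72e-06, or 0.215 with an estimated correlation) included H2-Ob (-1.20) and the transactivator Ciita (-1.07). Bcl6 (-1.28), the germinal centre repressor, Bach2 (-1.84), Hhex (-2.06), Foxp1 (-1.26), Bmf (-2.23) and Casp9 (-1.15) fell. Some genes from the lists of other cells were lower in c-Myc+ cells too. Among them were Cd2 (-2.03) of the T cell list, Pecam1 (-1.77) of the stromal list, Fcrl1 (-1.53) and Btla (-1.68) of the naive B cell list and Hbb-bt (-1.98) of the erythroid list. As Cd3e and Cd4 did not pass in the authors' DESeq2 table (adjusted p = 0.696 and 0.886), the fall of Cd2 does not show fewer T cells. Whether the sorted B cells express these genes themselves was not tested. By list 3 of 7 T cell genes fell (camera adjusted p = 0.327, or 0.534 with an estimated correlation, and the authors called 1 higher and 1 lower), 3 of 4 stromal genes (camera adjusted p = 0.0327, or 0.16 with an estimated correlation), 6 of 9 naive B cell genes (camera adjusted p = 0.0327, or 0.274 with an estimated correlation) and 2 of 3 erythroid genes (camera adjusted p = 0.0715, or 0.16 with an estimated correlation), while of 4 myeloid genes none passed in limma, 1 had an unadjusted p under 0.05 and the authors' table called 0.

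The same contrast among non-binding LZ cells raised early receptor response genes. Whether the receptor or another signal raised them in these cells was not tested. Egr3 rose from 5.36 TPM ± 1.72 (SD, n = 11) to 28.7 ± 13.1 (n = 5, 2.12 ± 0.28, adjusted p = 1.61e-07), with Irf4 (2.09), Egr2 (1.65) and Nab2 (1.12), and 6 of 14 early response genes rose (8 adjusted over the list alone, camera adjusted p = 1.6e-08, or 0.0198 with an estimated correlation). Among NP+ cells 4 of these rose and 2 fell (4 and 2 adjusted over the list alone, camera adjusted p = 0.00467, or 0.219 with an estimated correlation), and 6 rose in the table of the authors. The difference between the 2 contrasts is the interaction with c-Myc, where 1 of 14 passed, with the smaller gain in NP+ cells (5 adjusted over the list alone, camera adjusted p = 0.0156, or 0.361 with an estimated correlation). Myc rose by 4.04 ± 0.29, adjusted p = 1.89e-14 and Ccnd2 by 4.63 ± 0.46. Of 4568 genes that passed, 1409 were higher and 3159 lower, with an all-gene median of -0.13. Median of ratios (median -0.01) gave 4937, 2520 higher and 2417 lower, quantile normalization gave 4986, 2368 higher and 2618 lower, and 3647 (1408 higher and 2239 lower) held under all 3. Within the second part of the plate 2863 passed.

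Ankrd33b (3.23), Plscr1 (3.16), the actin regulator Marcks (3.02), the nucleolar Gnl3 (2.84) and the survival gene Bcl2l1 (2.76) were among the largest increases. MYC targets (29 of 34 rose and 0 fell, 30 and 1 adjusted over the list alone, camera adjusted p = 1.93e-42, or 0.00111 with an estimated correlation), amino acid genes (9 of 13 rose, 9 adjusted over the list alone, camera adjusted p = 5.44e-11, or 0.0222 with an estimated correlation), the NF-κB response (15 of 18 rose, 15 adjusted over the list alone, camera adjusted p = 4.31e-19, or 0.0129 with an estimated correlation), light zone genes (10 of 16 rose and 1 fell, 11 and 1 adjusted over the list alone, camera adjusted p = 2.31e-12, or 0.0198 with an estimated correlation) and anti-apoptotic genes (6 of 10 rose and 0 fell, 6 and 1 adjusted over the list alone, camera adjusted p = 1.13e-08, or 0.0155 with an estimated correlation) rose, with Nolc1 (1.83), Hspd1 (1.51), Asns (1.96), Shmt1 (2.57), Nfkbia (1.60), Icam1 (0.93), Birc3 (1.12), Pim1 (1.77) and Batf (2.81). The largest decreases included Gcnt3 (-2.85 ± 0.18), a mucin-type glycosyltransferase, Cyp4f18 (-2.58), Cyp27a1 (-2.34), Mxd4 (-2.22), which opposes MYC, and Acp5 (-2.15). Receptor components (13 of 17 fell, 15 adjusted over the list alone, camera adjusted p = 3.32e-08, or 0.17 with an estimated correlation) such as Cd79a (-1.17), Cd79b (-1.29), Cd22 (-1.17) and Btk (-1.04), MHC class II genes (11 of 11 fell, 11 adjusted over the list alone, camera adjusted p = 3e-07, or 0.198 with an estimated correlation) such as H2-Oa (-1.06) and Ciita (-0.88), and dark zone genes (6 of 10 fell and 1 rose, 6 and 1 adjusted over the list alone, camera adjusted p = 0.00743, or 0.16 with an estimated correlation) such as Gcsam (-1.39) and Cxcr4 (-1.13) fell, as did Bcl6 (-1.10), Fas (-0.66), Bbc3 (-0.86), Efnb1 (-1.40), Lifr (-1.55) and Ccnd3 (-0.77). Cd2 (-2.10), Pecam1 (-1.10) and Hbb-bt (-1.11), from the lists of other cells, were lower here too. By list 1 of 7 T cell genes fell (camera adjusted p = 0.36, or 0.579 with an estimated correlation), 1 of 4 stromal genes (camera adjusted p = 0.348, or 0.541 with an estimated correlation), 5 of 9 naive B cell genes (camera adjusted p = 0.0248, or 0.31 with an estimated correlation) and 1 of 3 erythroid genes (camera adjusted p = 0.227, or 0.358 with an estimated correlation), while of 4 myeloid genes none passed in limma, 0 had an unadjusted p under 0.05 and the authors' table called 0. Of the calls with and without antigen binding, 1100 rose in both and 2720 fell in both, against 134 and 1101 for independent lists of these lengths, while 2 rose in binding and fell in non-binding cells and 8 did the opposite.

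The study also set c-Myc+ NP− against c-Myc− NP+ LZ cells. c-Myc+ non-binding cells had more of the early receptor response, NF-κB and MYC target transcripts than binding cells without c-Myc. These are levels of listed transcripts, and whether the receptor or another signal raised them was not tested. Here 3719 genes passed, 1031 higher and 2688 lower, with an all-gene median of -0.14. Median of ratios (median -0.01) gave 3917, 2046 higher and 1871 lower, quantile normalization gave 4093, 1922 higher and 2171 lower, and 2811 (1029 higher and 1782 lower) held under all 3. Within the second part of the plate 2196 passed. Early response genes (8 of 14 rose, 10 adjusted over the list alone, camera adjusted p = 4.43e-12, or 0.00396 with an estimated correlation) rose with Egr3 (2.35 ± 0.28), Irf4 (2.30), Egr2 (1.61) and Nab2 (1.29), as did the NF-κB response (14 of 18 rose, 16 adjusted over the list alone, camera adjusted p = 1.37e-22, or 0.00396 with an estimated correlation) with Ebi3 (1.62). MYC targets (29 of 34 rose, 31 adjusted over the list alone, camera adjusted p = 1.06e-47, or 0.000483 with an estimated correlation) rose with Gnl3 (2.76), Nop2 (1.83) and Nolc1 (1.61), and cholesterol synthesis (7 of 16 rose and 0 fell, 7 and 1 adjusted over the list alone, camera adjusted p = 1.02e-06, or 0.101 with an estimated correlation) with Sqle (0.60). Ccnd2 (4.22 ± 0.46), Marcks (2.83), Bcl2l1 (2.81), Snhg15 (2.59) and Mgll (2.51) were among the largest increases. Decreases included Gcnt3 (-2.91 ± 0.18), Cyp27a1 (-2.23), Mxd4 (-1.99), Cxcr4 (-1.41), Ccr6 (-1.07), which did not pass in the authors' DESeq2 table (adjusted p = 0.138), Cd22 (-0.97) and Ciita (-0.79), and dark zone genes fell as a list (6 of 10 fell and 0 rose, 6 and 1 adjusted over the list alone, camera adjusted p = 0.00059, or 0.0534 with an estimated correlation). From the lists of other cells Cd2 (-1.94), Pecam1 (-1.07), Fcrl1 (-0.66), Btla (-1.14) and Hbb-bt (-0.95) were lower. By list 1 of 7 T cell genes fell (camera adjusted p = 0.491, or 0.688 with an estimated correlation, and the authors called 1 higher and 1 lower), 1 of 4 stromal genes (camera adjusted p = 0.491, or 0.682 with an estimated correlation), 4 of 9 naive B cell genes (camera adjusted p = 0.00356, or 0.185 with an estimated correlation) and 1 of 3 erythroid genes (camera adjusted p = 0.125, or 0.224 with an estimated correlation), while of 4 myeloid genes none passed in limma, 0 had an unadjusted p under 0.05 and the authors' table called 0.

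LZ cells had more light zone and fewer mitotic transcripts than DZ cells. Among NP+ cells Ccr6 (4.19 ± 0.26), a chemokine receptor, Il4i1 (2.52), Lifr (2.45), Cd83 (2.35 ± 0.11), a light zone surface marker, Hhex (2.27), Serpinb1a (2.26) and Bcl2 (1.85) were higher in the LZ, and Rgcc (-3.37 ± 0.17), Selenop (-2.98), Pafah1b3 (-2.66), Mnd1 (-2.56), Arl5c (-2.36) and the mitotic Ube2c (-2.34) were lower. Among NP− cells the changes included 4.11 (Ccr6), 2.72 (Il4i1), 2.97 (Lifr), 2.20 (Cd83), 2.75 (Hhex), -3.27 (Rgcc), -3.06 (Selenop) and -2.91 (Mnd1). Myc was higher in LZ than DZ cells by 1.36 ± 0.26, adjusted p = 0.000178 (limma) among NP+ cells and did not differ past the threshold among NP− cells (0.24 ± 0.26, adjusted p = 0.534). Among NP+ cells 2442 genes passed, 1456 higher and 986 lower in the LZ, with an all-gene median of 0.07, and 1536 passed within the first part of the plate, which holds all DZ libraries. Median of ratios gave 3366, 1338 higher and 2028 lower, and quantile normalization 3365, 1644 higher and 1721 lower. Among NP− cells 4513 passed, 3161 higher and 1352 lower, with an all-gene median of 0.14, and 2869 within the first part. Median of ratios (median 0.01) gave 4825, 1960 higher and 2865 lower, and quantile normalization 4492, 2155 higher and 2337 lower. The composition of the libraries differed with zone too: within the first part the 50 most abundant genes took 23.9% ± 0.499 (SD, n = 6) of TPM outside the satellite models in NP+ LZ and 21.3% ± 1.02 (n = 7) in NP+ DZ libraries, and 24.2% ± 0.617 (n = 6) against 21.3% ± 1.06 (n = 7) among NP− cells (exact permutation test, p = 0.00117 each, adjusted p = 0.0117 over 20 tests), while over all libraries the adjusted p was 0.12 for each. Calls under all 3 scalings numbered 2174 and 3069, and 1056 genes were higher and 699 lower in the LZ in both comparisons, against 220 and 63.8 for independent lists.

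Light zone genes were higher in the LZ (14 of 16 among NP+ cells and 14 among NP− cells, 14 and 15 adjusted over the list alone, camera adjusted p = 2.09e-24 and 8.59e-22, 0.00137 and 0.00289 with an estimated correlation), with Cd86 (1.18), Cd69 (1.18), Slamf1 (1.39) and Egr2 (2.06) among NP+ cells and Cd86 (1.52), Fcer2a (2.07), Slamf1 (1.78) and Egr1 (2.23) among NP− cells. Mitotic genes were lower (18 of 24 and 17, 19 and 18 adjusted over the list alone, camera adjusted p = 1.43e-36 and 1.94e-26, 0.00264 and 0.0152 with an estimated correlation), with Ccnb2 (-2.19) and Cdc20 (-2.27), while the replication genes Tyms (0.71), Uhrf1 (0.80) and Ccne2 (1.10) were higher among NP+ LZ cells (18 of 26 rose and 1 fell, 20 and 2 adjusted over the list alone, camera adjusted p = 8.84e-09, or 0.175 with an estimated correlation). Dark zone genes were lower (8 of 10 and 6, 8 and 7 adjusted over the list alone, camera adjusted p = 7.22e-10 and 1.44e-09, 0.00137 and 0.00237 with an estimated correlation), with Gcsam (-1.43) and Polh (-1.19), although Ung (0.99), the uracil glycosylase of hypermutation, was higher. The NF-κB response was higher (11 of 18 and 14, 14 and 15 adjusted over the list alone, camera adjusted p = 3.92e-14 and 1.06e-14, 0.0391 and 0.0344 with an estimated correlation). MHC class II genes were higher among NP− cells (11 of 11 rose, 11 adjusted over the list alone, camera adjusted p = 5.16e-08, or 0.134 with an estimated correlation) with H2-Oa (1.02), and early receptor response genes were higher there too (10 of 14 rose, 10 adjusted over the list alone, camera adjusted p = 8.28e-07, or 0.0556 with an estimated correlation) with Egr3 (1.80). Cholesterol genes Insig1 (1.23) and Cyp51 (1.19) were higher (11 of 16 rose, 14 adjusted over the list alone, camera adjusted p = 3.9e-07, or 0.107 with an estimated correlation), and Cr2 (2.08), Cd22 (1.33) and Tle3 (1.96) rose with them. Pim1 (-1.65), Sdhb (-0.80), Bcl2l11 (-0.93), Mzb1 (-0.72), Cd93 (-1.39), Asns (-1.12) and Batf (-0.79) were lower in NP− LZ cells. From the lists of other cells, Cd2 was lower in the LZ (-1.42 among NP+ and -1.19 among NP− cells). Pecam1 (0.58 and 0.96) and Hbb-bt (0.63 and 0.77) were higher, with Hbb-bt at an adjusted p of 0.0139 among NP+ cells and of 0.0513 without DZ_mNnP replicate 7. By list some T cell genes fell (2 and 2 of 7, camera adjusted p = 0.13 and 0.371, 0.362 and 0.597 with an estimated correlation), while some stromal (1 and 1 of 4, camera adjusted p = 0.117 and 0.0919, 0.275 and 0.251 with an estimated correlation), naive B cell (4 and 6 of 9, camera adjusted p = 0.00398 and 0.0117, 0.175 and 0.246 with an estimated correlation, with 1 lower in each of the authors' tables) and erythroid genes (2 and 1 of 3, camera adjusted p = 0.0505 and 0.371, 0.144 and 0.511 with an estimated correlation) rose. Of 4 myeloid genes 1 rose among NP− cells (camera adjusted p = 0.758, or 0.826 with an estimated correlation), and among NP+ cells none passed in limma, 0 had an unadjusted p under 0.05 and the authors' table called 0 (camera adjusted p = 0.724, or 0.832 with an estimated correlation).

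**Figure D3:**
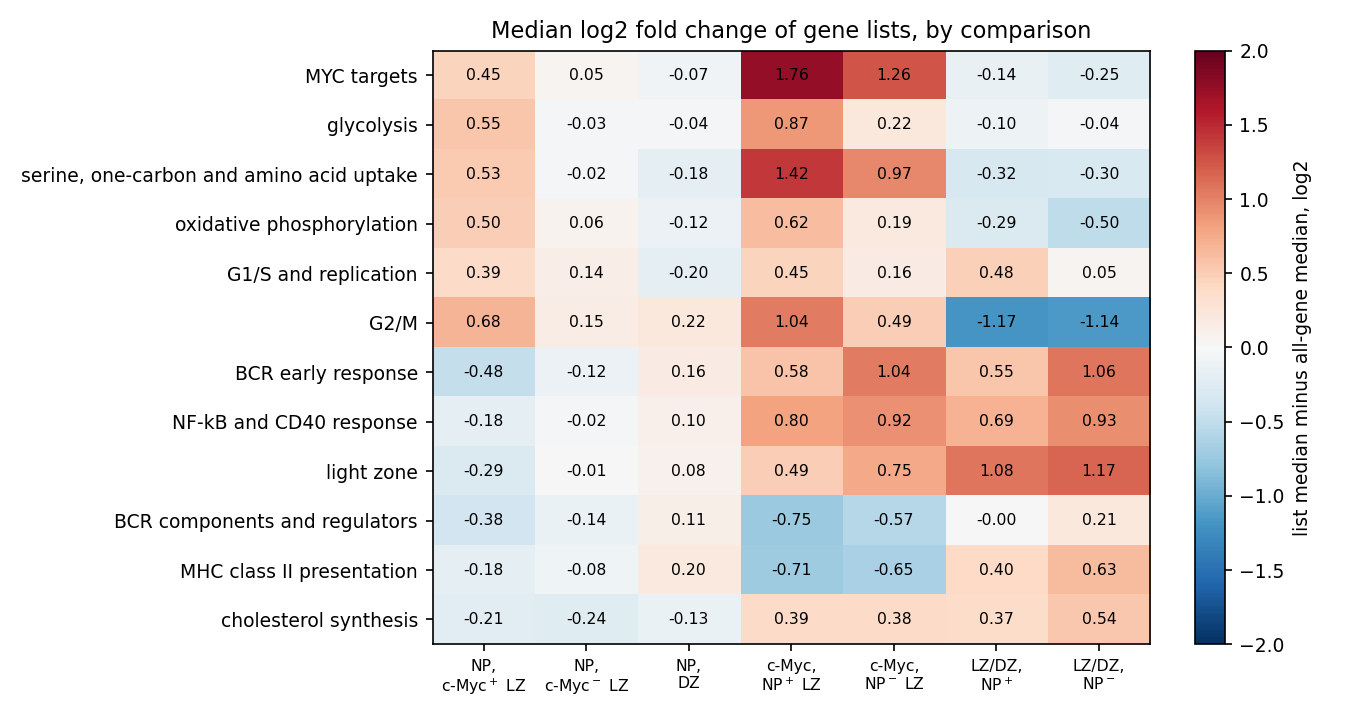
Median log2 fold change of 12 gene lists minus the median of all genes, by list and comparison; column heads name what is compared (antigen binding, c-Myc or zone) and in which cells. MYC targets stand at 0.45 for antigen binding in c-Myc+ LZ cells and at 1.76 and 1.26 for c-Myc in NP+ and NP− cells, and early receptor response genes at -0.48 in the first of these and at 0.58 and 1.04 in the others.

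The authors' deposited DESeq2 tables set the groups against each other from estimated counts. At an adjusted p of 0.05 they list 3126 genes for antigen binding in c-Myc+ LZ cells (2082 higher and 1044 lower), 1111 of which limma also called with the same sign, 8065 for c-Myc in NP+ cells (4278 and 3787, 5332 shared by both tools, 1 with the opposite sign), 5274 for c-Myc in NP− cells (2605 and 2669, 3813 shared), 4249 for c-Myc+ NP− over c-Myc− NP+ cells (2154 and 2095, 2954 shared), 3681 for LZ over DZ in NP+ (1634 and 2047, 2206 shared) and 5289 in NP− cells (2392 and 2897, 3447 shared). For antigen binding in c-Myc− LZ cells they list 19 higher and 9 lower. Spearman's rho between the log2 fold changes of both sources ran from 0.917 to 0.961 across genes, which are not independent replicates. Of the 819 genes that passed under all 3 scalings for antigen binding in c-Myc+ cells, 793 passed with the same sign in the authors' table.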

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

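The tests of the well sets, of the Myc level, of splits that part the c-Myc+ pairs and of leaving out the 4 libraries rich in satellite gene models were chosen only after the results were seen. Of 48 sets of values (12 measures in each of the 4 groups of 5 or 7 libraries), 12 held a library far from the rest of its group by Dixon's test, where chance gives about 1 in 20.

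The share of TPM in the 50 most abundant genes stood apart in DZ_mNnN 7 (47.3%, nearest library 27.2%), DZ_mNnP 7 (38.3%, nearest 24.7%), LZ_mPnN 2 (54.3%, nearest 23.3%) and LZ_mPnP 2 (38%, nearest 22.9%). In the same libraries the share of 13 satellite repeat gene models stood apart, at 36.3% (nearest 11.5%), 25.5% (nearest 8.43%), 44.2% (nearest 6.02%) and 23.3% (nearest 3.27%). Genomic DNA carried into a library could give such shares, and it would also put reads on receptor genes of the nose that B cells do not express. Of 1738 such genes more were above 0 than in any other library of the group in 1 of the 4 libraries (1162 in LZ_mPnN 2, where the highest other had 1157), while DZ_mNnN 7 had 1195 (highest other 1221), DZ_mNnP 7 had 1145 (1167) and LZ_mPnP 2 had 1078 (1113), but with 1069 or more above 0 in every library of these groups and an unknown depth such a count cannot show added reads, so the bound set beforehand did not suit this test and genomic DNA cannot be told apart from other sources. The animals behind a set of wells are argued against, since another library of the same wells had a share of 0.237%. By their well codes the 4 libraries adjoin each other on the plate, across zones and c-Myc classes. An effect of plate position was not tested, so the source stays open, and no biological explanation was tested.

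Myc was at 59.5 TPM in LZ_mPnN 2, the lowest of its group (nearest 113), and Batf at 62.2 (nearest 103), in the library whose satellite models take 44.2% of a fixed total. Egr3 was at 2.90 TPM in DZ_mNnN 3 (nearest 0.701), and Batf at 37.5 TPM in DZ_mNnP 4 (nearest 24.4).

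The NP-Eα difference itself differed between c-Myc+ and c-Myc− LZ cells for 121 genes in limma, by a test of the difference. The lowest p belonged to Acaa1b (1.56), Btg2 (-0.79), Nxpe2 (-1.79), Bach2 (-1.10), Srgn (-0.99) and AC125149.3 (-0.94). Acaa1b was hardly detected in c-Myc− LZ cells. Of 100 splits of the NP-Eα labels within each c-Myc class 5 gave as many genes, the real one included, and the highest other gave 1340, which points to a structure among the libraries, so chance cannot be excluded for this count. Splits that also part each c-Myc+ replicate pair have 16 arrangements there, so about 1 in 16 keep the real c-Myc+ labels and the share cannot be held to 0.05. Of 100 such splits 8 gave as many as the real 121, each with the real c-Myc+ labels, and the highest of these gave 2537. With other c-Myc+ labels the highest count was 2. With the replicate block 4 of 100 gave as many as the real 556, each with the real c-Myc+ labels, and the highest with other labels was 3. The 16 arrangements limit that share too. The 4 libraries rich in satellite models are argued against as the whole cause, since 498 genes passed without them, but within the second part of the plate, which holds every c-Myc+ library, 1 gene passed. A higher Myc level in NP+ than NP− cells among c-Myc+ cells cannot be told apart, since the adjusted p was 0.838 and the interval of the log2 fold change, -0.53 to 0.83, takes in both no change and a gain.

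More genes were lower (7280) than higher (1990) in c-Myc+ than c-Myc− NP+ LZ cells on the TPM scale. To test for a few abundant genes taking a larger share, the 500 most abundant genes were taken out and TPM recomputed. The median log2 fold change was then -0.288 (from -0.293). The filter was applied again, so the later median covers 25035 genes and the earlier one 20892. As weakly expressed genes had lower medians, the 2 values cannot be set against each other and the test does not decide. The 500 genes took 58.5% ± 4.65 (SD, n = 5) and 56.8% ± 2.18 (n = 11) of TPM in the 2 groups, so a larger share was not shown. Loss of weakly expressed transcripts may lie behind the shift, as genes at a mean TPM of at least 50 had a median of -0.0961, above the bound of -0.10 set beforehand by a small margin, against -0.31, -0.41 and -0.26 for genes under 5, at 5 to 10 and at 10 to 50 TPM. Whether this reflects the detection of rare transcripts in these libraries or a narrower set of expressed genes in c-Myc+ cells was not tested.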

How the results depend on the processing

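The alternatives without satellite gene models, without the 4 libraries richest in them, without the 4 libraries of well set 9, and with the replicate block and median of ratios together were chosen only after the results were seen. In the counts below the cause of a move was not tested unless stated.

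For antigen binding in c-Myc+ LZ cells (1339 genes), 2593 genes passed under median of ratios and 3477 with TPM recomputed without satellite models. The replicate block by number gave 2408, the block by wells 2460, and the block with median of ratios 3380. Within the second part of the plate 476 passed, and in a fit of the compared groups alone 88, where fewer libraries set the spread. In c-Myc− LZ cells (7 genes), 4 passed with no filter and 4 with a filter at a TPM of 5, 12 under quantile normalization, 13 with the block by wells, 14 with the block in a fit of the groups alone, 16 without the 4 libraries rich in satellite models and 34 with the block and median of ratios. Within part 1 and within part 2 of the plate 0 genes passed in limma (1094 and 628 at an unadjusted p under 0.05, with 6 and 5 libraries per group). In DZ cells (0 genes in limma), 1 gene passed with a pseudocount of 5, under median of ratios, under quantile normalization and without the 4 libraries rich in satellite models.

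For c-Myc in NP− cells (4568), 2863 passed within the second part and 927 with the block by number in a fit of the groups alone. For c-Myc+ NP− over c-Myc− NP+ cells (3719), these gave 2196 and 897. For LZ over DZ, 1536 of NP+ (from 2442) and 2869 of NP− genes (from 4513) passed within the first part, and 2084 of the latter with the block by number in a fit of the groups alone. In these 3 comparisons the block joins libraries that share little (correlations of -0.0138 to 0.0756, -0.0502 to 0.171 and -0.0498 to 0.0584 between libraries of one number), so its lower counts say little. For c-Myc in NP+ cells (9270) each alternative stayed within 1.5 times the count.

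For the interaction with c-Myc (121), 663 passed under median of ratios, 287 under quantile normalization, 556 with the block by number, 584 with the block by wells, 1 within the second part, 80 in a fit of the compared groups, 354 there with the block, 654 without satellite models, 498 without the 4 libraries rich in them, 281 without well set 9, and 1606 with the block and median of ratios. For the interaction with zone (0 in limma), 1 gene passed under median of ratios and 7 with the block added. The balance of directions depended on the scale, since median of ratios turned 466 higher and 873 lower genes for antigen binding in c-Myc+ cells into 1941 and 652, and 22 and 99 for the interaction into 525 and 138.

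Without each library in turn the counts ranged from 679 to 2571 for antigen binding in c-Myc+ cells, 4 to 8 in c-Myc− LZ cells, 0 to 2 in DZ cells, 7722 to 9450 for c-Myc in NP+ cells, 3683 to 4596 in NP− cells, 2769 to 3781 for c-Myc+ NP− over c-Myc− NP+, 1989 to 2507 for LZ over DZ in NP+ cells, 3728 to 4769 in NP− cells, 65 to 635 for the interaction with c-Myc and 0 to 1 for that with zone. The block by number moved no other count in the fit of all libraries by more than 1.5 times.

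No called list or named gene turned its direction past the threshold under any alternative. For lists, 4388 results of the alternatives other than single libraries kept their side of the threshold, 99 lost and 130 gained a call. Without single libraries 5193 kept it, 89 lost and 64 gained. For named genes these were 4610, 80 and 30, and 4515, 32 and 6.

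Removing immunoglobulin, mitochondrial and T cell receptor genes took out mitochondrial genes alone, as the others have no values. The DESeq2 tables were read also at a log2 fold change of at least 1, which left 604 genes for antigen binding in c-Myc+ cells, 8 in c-Myc− LZ and 0 in DZ cells (1526 in the last at an unadjusted p under 0.05), and DESeq2 was not run again, as counts were not used here. TPM carry no depth, so how far depth limits the calls of weakly expressed genes is unknown.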

Other observations

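The counts of shared genes in this part were chosen only after the results were seen. Genes higher with antigen binding in c-Myc+ cells were often the genes higher with c-Myc in NP− cells, with 242 shared where independent lists of these lengths would share 31.4, and 253 were lower in both where 132 would be. Against this, 49 genes were higher with c-Myc and lower with antigen binding, near the 58.9 of independent lists, while 18 were higher with antigen binding and lower with c-Myc where 70.5 would be, and Egr3 (2.12 with c-Myc, -2.24 with antigen binding) did not follow the shared direction.

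A hypothesis is that antigen-binding c-Myc+ cells may lie further along the change from c-Myc− to c-Myc+ cells. Both effects use the same c-Myc+ NP− libraries, which by chance alone makes them oppose each other. When each effect was measured against separate parts of those libraries, their covariance across genes was 0.0645, above the highest of 100 simulated values (0.0194, median 0.00152), and r was 0.283, where genes are not independent replicates. With the libraries pooled the covariance was 0.0195, against -0.0325 in simulated data. The result met what had been set beforehand, but libraries of a well set also share technical differences. The simulated libraries were drawn at random and did not keep the c-Myc+ pairs, which correlated at 0.109 to 0.454. Such pairing can itself raise the covariance, so these simulated values cannot decide on the hypothesis. More Myc transcript in these cells was not shown (limma adjusted p 0.838).

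Splits of the same libraries into groups of the same sizes, 100 per comparison with the real one included, ask how often other groupings call as many genes. For antigen binding in c-Myc+ cells 3 did, the real one with 1339 and the others with 3230 and 2650, which excludes chance at 0.05 if the pairs are ignored. The splits with more genes keep both libraries of replicate 2, the ones rich in satellite models, on 1 side, which points to a structure of the samples. Replicate numbers pair these libraries, and the 16 splits that part every pair are too few for a share under 0.05, with 1339 genes in the real one and 16 in the highest other, or 2408 and 208 with the replicate block. For antigen binding in c-Myc− LZ cells 2 splits gave as many, with 7 genes in the real and 10 in the other. That share is under 0.05 for free shuffles only. They ignore the sets of wells, which 10 of the 11 pairs share, so chance is not excluded for this count. The other split followed in large part the parts of the plate. Within these parts 0 genes passed in limma (1094 and 628 unadjusted), while 13 passed with the block by wells. In DZ cells and for the interaction with zone the real count was 0 in limma (812 and 1258 at an unadjusted p under 0.05, and for DZ cells 0 in the authors' DESeq2 table), so all 100 splits give as many by construction and say nothing on chance, with a highest other of 2 and 146.

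For the remaining comparisons 1 split, the real one, gave as many genes, so chance is excluded for free shuffles. The real groupings gave 9270 for c-Myc in NP+ cells (highest other 245), 4568 in NP− cells (1931), 3719 for c-Myc+ NP− over c-Myc− NP+ cells (1101), 2442 for LZ over DZ in NP+ cells (273) and 4513 in NP− cells (575). The shuffles ignore the plate part, with which c-Myc and zone are confounded, so its effect is not excluded. In the split with 1931 genes the share of libraries in the second part differed by 0.545. Variation left within groups had a first principal component with 15.1% of the variance, and the 4 libraries rich in satellite models lay at 1 end of it.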
